A study of Mus musculus with 26 samples.

How the data were processed

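The series holds RNA-seq libraries from 26 mouse samples in 3 tables of gene values. The first table has 10 libraries from cells in which the Tex10 protein was to be degraded by dTAG13, a small molecule that recruits tagged proteins for breakdown. It covers epiblast-like cells (EpiLCs) and primordial germ cell-like cells (PGCLCs) induced from them, at day 2 and day 4, with dTAG13 (500 nM) or with the solvent DMSO. The second table has 12 libraries from 1 empty-vector line and 2 Tex10 overexpression clones, each sampled as EpiLCs and at day 2, day 4 and day 6 of PGCLC induction. The third has 4 libraries from testis, 2 wildtype and 2 from Tex10 conditional knockout (cKO) mice. Cells were of a 129 substrain and testes of a C57BL/6N background, per the labels. RNA was taken up in Trizol, and libraries of the dTAG13 and testis tables were made with a NuGEN Ovation kit and those of the overexpression table with a Tecan Universal Plus mRNA kit, per the labels. The aligner, the read counter, the genome build and the annotation are not stated. Each sample's group and number was read from its title, and every sample belonged to a group.

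The deposited per-sample values are a signal that the authors had scaled by TMM (the trimmed mean of M values), according to the names the authors gave the tables. Within every library the values were whole multiples of a single step, which was between 0.0996 and 0.187 units. In day 4 DMSO replicate 2 the step was 0.0996. This is so near 0.1 that an automatic check could not tell whole reads from rounding, and the library was treated like the others. Dividing by the step gave whole reads for 100.0% of the values. Read this way, the unit is CPM over a TMM-scaled library size, and it is called TMM-scaled CPM in the text. The design fixed before the data were examined assumed a value of this kind but also named a test on raw counts in case the columns had been counts. The columns were not counts as deposited, so limma on log2 values remained the main test. The tables also carry log2 fold changes and p-values, unadjusted and adjusted as FDR, from the authors' own comparisons, per the file headers. The test behind them is not stated, and they were used only for a side by side count.

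The tables hold 53978, 50969 and 21275 genes for the dTAG13, overexpression and testis experiments. Reads in the table per library were between 5055362 and 8564563 in the dTAG13 experiment, between 5227287 and 7484600 in the overexpression experiment and between 6058987 and 7272313 in testis. A floor of 3 reads corresponded to values between 0.299 and 0.56. It covers counting error only, since reads were not marked by molecular identifiers. The geometric mean of the column sums was 83.8% of the nominal CPM total in the dTAG13 table, against 99.3% in the overexpression and 99.2% in the testis table. The scale of the dTAG13 table may have rested in part on features that are not analysed here, but the cause of the shortfall was not tested. Differences between replicates were larger than counting error: the chi-square per gene between same-group libraries lay between 1.83 and 15.07, the highest for the day 4 DMSO pair. Across genes, which are not independent replicates, the correlation of log2 values between same-group libraries was between 0.98 and 0.991.

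Tests were run with limma 3.58.1 in R 4.3.3 (linear models with moderated variances and a mean-variance trend) on log2(value + 1). Genes with a mean of at least 1 over all libraries of their table were tested, which left 16605 genes in the dTAG13, 15255 in the overexpression and 20658 in the testis table. A fold change on this scale understates the change of genes with low values. P-values were adjusted by the Benjamini-Hochberg method within each of 12 comparisons, and a gene was called at an adjusted p under 0.05. Each fit used all libraries of its table, so that groups of 2 shared an estimate of the spread. The overexpression comparison had stage as a covariate, and the comparisons between stages in that table had line as a covariate. With 1 empty-vector library per stage, stages stood in for replicates and the spread between control lines could not be measured, so differences within a stage are described without a test.

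There were 10 lists of marker genes, written before the data were examined from common knowledge of stages and cell types. They were tested with limma's camera at an inter-gene correlation of 0.01, in 20 tests adjusted together by the Benjamini-Hochberg method. Each list's median was also ranked among 10000 random lists of the same size, matched on mean expression in 20 bins. The genes named in the text follow a rule fixed before the data were examined. They are Tex10, then the 3 largest increases and 3 largest decreases in each of the dTAG13 day 2, dTAG13 day 4, overexpression and testis comparisons. These had to be called, to have every treated library beyond every control library (within each stage for overexpression), to have a mean of at least 5, and to carry a symbol that is not a predicted or numbered gene. In the overexpression comparison Tex10 itself was among the 3 largest increases. Up to 6 called list members per comparison were added. Not every gene that met the rule is named, and genes named outside the rule are said to be so.

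Groups in the dTAG13 and testis tables share replicate numbers, and pairing by those numbers comes only from the sample titles. No label says that same-numbered libraries were prepared together, and same-numbered testis samples are different animals. The correlation across genes of the deviations of same-numbered libraries from their group means was -0.025 at day 2, -0.069 at day 4, 0.118 between EpiLCs and day 2 DMSO, 0.093 between the DMSO days and 0.116 in testis. Each of these comparisons was therefore also fitted with the replicate number as a block.

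The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter beyond at least 1 read in the table, a mean of at least 5, quantile normalization and median-ratio scaling. They also included no variance trend, an added threshold of 1 on the absolute log2 fold change, only the libraries compared, the replicate block, no line covariate, each stage left out and each replicate left out. Count tests on the recovered whole reads were run with edgeR 4.0.16 (quasi-likelihood, with TMM or with DESeq2 size factors) and with DESeq2 1.42.0 (Wald test). Other alternatives were chosen after the data had been seen. These were a correction of each library for transcript GC content and length by splines with 4 degrees of freedom each, alone and with the block, and fits without the genes of chromosome 6. The overexpression results were also recomputed without the genes of 5 runs of neighbouring genes, and the counts within single stages under other settings. The other filters, the count tests and the fit without variance trend were fixed beforehand for the counts of genes and added afterwards for Tex10 and the named genes, and no filter and no trend were added for the lists. The count of genes called in opposite directions by depletion and overexpression was also repeated under both other scalings. Chromosomes and neighbouring genes came from a RefSeq gene table of assembly GRCm38.p6, used for names and order only. A chromosome was found for 90.5%, 95.2% and 89.2% of the tested genes of the 3 tables, and GC content and length for 98.5%, 98.0% and 99.4%.

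The procedure was tested on simulated libraries with the real means, depths and fitted dispersions, in which 200 genes were changed 4-fold. The limma test recovered 200 of the 200 genes in the dTAG13 day 2 design with 11 false calls among 16603 tested genes. It recovered 196 with 9 false calls among 16589 genes for the difference between days, 200 with 7 false calls among 15263 genes in the overexpression design and 192 with 9 false calls among 20498 genes in the testis design. No difference between lines was simulated, so the overexpression result does not cover false calls from the single empty-vector line. The simulated changes were also larger than most real ones there, where 42 of 1337 called genes had an absolute log2 fold change of at least 1. The scan for runs was simulated with the same assumed dispersion for every gene and not with fitted ones. A run of 60 neighbouring genes lowered by 0.5 on the log2 scale was found as 2 runs that held 45 of them and 0 other genes among 10078 genes scanned, and 0 runs were found where no shift was put in. Figures were drawn with matplotlib 3.10.9. No coordinates are given, since the build behind the tables is not stated, and gene names are the symbols in the tables. No library and no column of per-sample values was left out.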

Results

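Gene expression was measured by RNA-seq in 26 libraries from 3 experiments on Tex10, a gene studied here in the formation of germ cells. In the dTAG13 experiment, EpiLCs and day 2 and day 4 PGCLCs with DMSO or dTAG13 had 2 libraries in each of 5 groups. In the overexpression experiment each of 4 stages had 1 empty-vector library and 2 libraries from overexpression clones. In the testis experiment wildtype and cKO had 2 libraries each. Libraries held between 5055362 and 8564563 reads in the tables, and 1 read was worth between 0.0996 and 0.187 units of the TMM-scaled value. Values below are TMM-scaled CPM, with the SD between libraries, and fold changes are on the log2(value + 1) scale. Adjusted p-values of single genes are from limma with the Benjamini-Hochberg method over all genes tested in the comparison. Of 12 comparisons fitted, each with its own adjustment, 11 had at least 1 called gene.

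Tex10 itself was read first in every library, as a check of the labels. In the dTAG13 experiment it was at 126 ± 6.59 (SD, n = 2) in EpiLCs, 109 ± 4.87 in day 2 DMSO, 99 ± 7.02 in day 2 dTAG13, 107 ± 3.39 in day 4 DMSO and 74.8 ± 2.88 in day 4 dTAG13 (n = 2 each). The log2 fold change under dTAG13 was -0.15 at day 2 (standard error 0.108, limma adjusted p 0.322, lower in 2 of 2 libraries) and -0.51 at day 4 (standard error 0.108, limma adjusted p 0.000576, lower in 2 of 2). With both days pooled the log2 fold change was -0.33 (limma adjusted p 0.00103). With the replicate number as a block, the limma adjusted p was 0.332 at day 2 and 0.000899 at day 4. The pairing check gave a correlation of -0.025 at day 2 and -0.069 at day 4. The difference between the days, -0.37, had a limma adjusted p of 0.316. The degron acts on the protein, which these data do not show. In the empty-vector line Tex10 was at 213, 160, 147 and 145 in EpiLCs and at day 2, day 4 and day 6. The overexpression clones had means of 389, 349, 487 and 652 at the same stages. The log2 fold change over all stages was 1.47 (standard error 0.106, limma adjusted p 2.14e-11, higher in 8 of 8 libraries). It was between 0.85 and 0.88 in EpiLCs and between 2.16 and 2.17 at day 6. In testis Tex10 was at 79.1 and 44.1 in the 2 wildtype libraries and at 29.8 and 27.3 in the 2 cKO libraries. The log2 fold change was -1.02 (standard error 0.214, limma adjusted p 0.00318, lower in 2 of 2 libraries). Leaving out each testis library in turn gave log2 fold changes from -1.439 to -0.611. With the replicate block the limma adjusted p was 5.15e-05, at a pairing correlation of 0.116, and without the variance trend it was 0.0782.

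**Figure D1:**
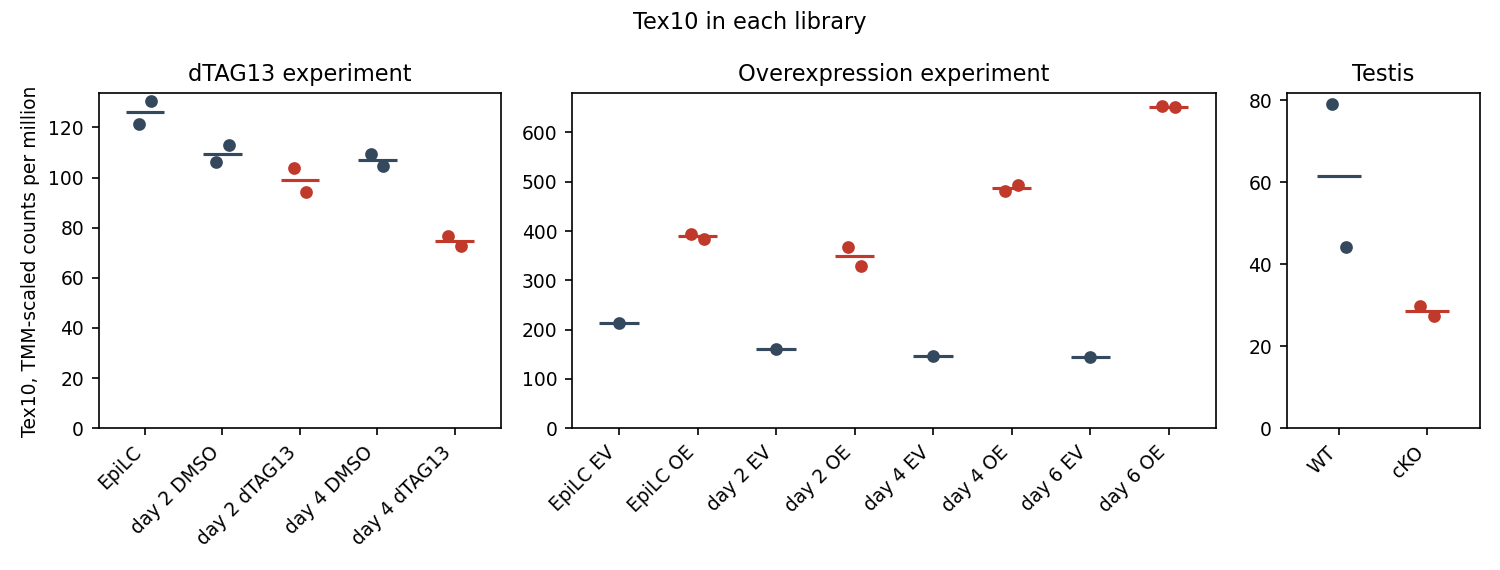
Tex10 in each library (points, TMM-scaled CPM) with group means (lines), for the dTAG13, overexpression and testis experiments from left to right. The 8 overexpression libraries lie between 330 and 654 and the 4 empty-vector libraries between 145 and 213, while day 4 dTAG13 (72.8 and 76.8) lies below day 4 DMSO (105 and 110).

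The control cells give the course of PGCLC induction. Between EpiLCs and day 2 DMSO cells, 4347 genes were called, 1902 higher and 2445 lower at day 2. The EpiLC libraries are labelled untreated, so this comparison also differs by the solvent. The alternative that moved this count most was an added threshold of 1 on the absolute log2 fold change, which left 1467 genes, 53.4% of them higher. Another scaling also changed the split, since 53.3% of calls were higher after quantile normalization against 43.8% on the deposited scale. With the replicate block 4247 genes were called, at a pairing correlation of 0.118. Between day 2 and day 4 DMSO cells 916 genes were called, 405 higher and 511 lower at day 4 (44.2% higher). The share higher was 36.9% of 910 genes after median-ratio scaling and 25.4% of 355 with the added threshold on the fold change. The block gave 902 genes at a pairing correlation of 0.093, and a fit of only these 4 libraries gave 551. In the overexpression experiment, with the lines as covariate, 7059 genes were called between EpiLCs and day 2 (3683 higher). There were 3509 between day 2 and day 4 (1694 higher) and 1049 between day 4 and day 6 (533 higher). Of these 3 counts the last moved most with the settings, from 146 genes with the added threshold on the fold change to 1427 without the empty-vector line.

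Depletion was compared with vehicle at each day to ask which genes depend on Tex10 during induction. At day 2, 5577 of 16605 tested genes were called between dTAG13 and DMSO, 2269 higher and 3308 lower. Day 4 had 6945 called genes, 2625 higher and 4320 lower. The median over all tested genes was -0.13 at day 4 on the deposited scale and -0.02 after median-ratio scaling, and -0.09 and -0.004 at day 2. The direction of calls therefore depended on scaling, and it also depended on the size of change required. The share of calls that were higher was 40.7% at day 2 and 37.8% at day 4 on the deposited scale, and 52.2% and 49.5% after median-ratio scaling, with 5272 and 6515 genes called. The edgeR test on recovered reads called 5033 genes (52.5% higher) at day 2 and 6407 (50.0% higher) at day 4, and DESeq2 called 4309 and 5615. The setting that lowered the counts most was an added threshold of 1 on the absolute log2 fold change, which left 1789 genes (61.3% higher) at day 2 and 2597 (51.5% higher) at day 4. With the replicate number as a block, 5507 genes at day 2 and 6894 at day 4 were called. The block together with the GC and length correction gave 5604 and 6857. Same-numbered libraries did not deviate together, with correlations of -0.025 and -0.069. Over both days, 8659 genes were called (37.6% higher, 49.3% after median-ratio scaling), and 8611 with the block. Of 4345 genes called on each day, 4330 moved in the same direction and 15 in opposite directions. Across 16605 genes, which are not independent replicates, the day 2 and day 4 effects had a Pearson r of 0.838 and a Spearman rho of 0.771. This r was 0.801 with a pseudocount of 0.1 and 0.885 among genes with a mean of at least 5.

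**Figure D2:**
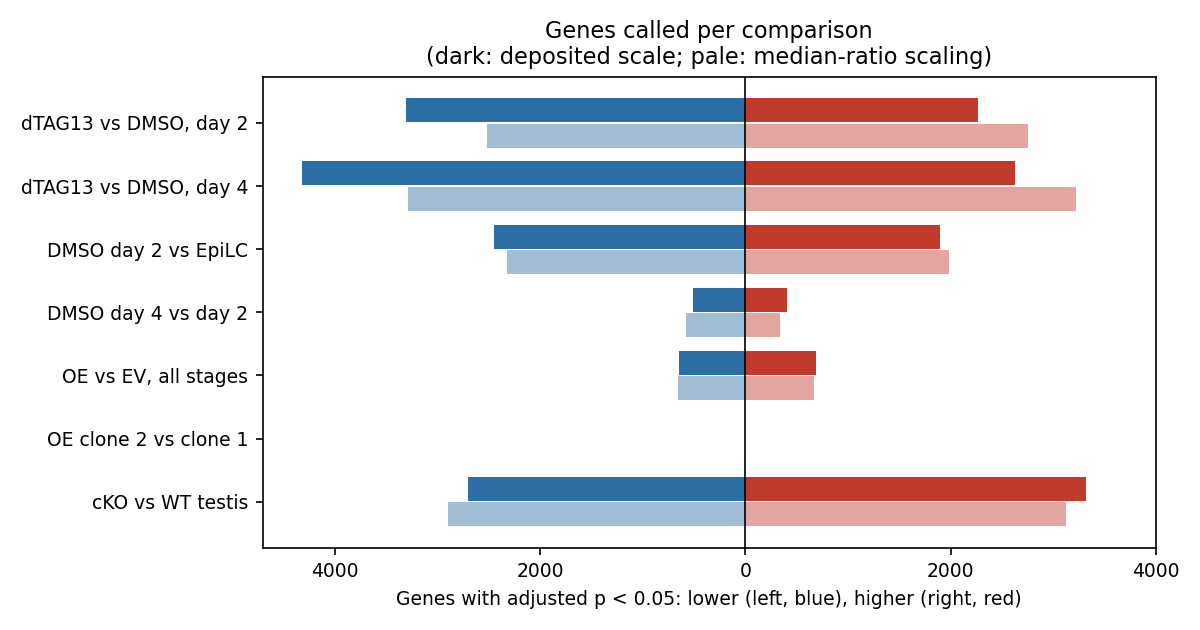
Number of genes called lower (blue, to the left) and higher (red, to the right) in 7 comparisons, on the deposited scale (dark bars) and after median-ratio scaling (pale bars). At day 2 of dTAG13 treatment 3308 lower and 2269 higher genes became 2518 lower and 2754 higher after median-ratio scaling, and no gene was called between the overexpression clones.

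The largest increases at day 2 were Xist, Cpz and Ltb4r2, with log2 fold changes of 5.35, 3.88 and 3.75, and the limma adjusted p was 4.87e-10 for Cpz, the highest of the 3. Xist was at 252 ± 2.04 with dTAG13 and 5.21 ± 0.274 with DMSO (n = 2 each), and at 129 and 138 in the EpiLC libraries. At day 4 the same genes led, with Cpz at 5.02, Ltb4r2 at 5.01 and Xist at 4.99 (limma adjusted p 2.34e-12 for Cpz, the highest of the 3). The largest decreases at day 2 were Nupr1 (-2.94), Rhox9 (-2.84) and Notch4 (-2.73), with a limma adjusted p of 1.05e-07 for Rhox9, the highest of the 3. At day 4 they were Sfrp1 (-3.93), Pck2 (-3.49) and Slfn9 (-3.31), with a limma adjusted p of 1.79e-11 for Pck2, the highest of the 3. Among list members, Nanog was at 151 ± 11.6 with dTAG13 and 432 ± 7.21 with DMSO at day 2 (n = 2 each). At day 4 it was at 181 ± 31.5 with dTAG13 and 588 ± 134 with DMSO (n = 2 each). In the EpiLC libraries Nanog was at 103.93 and 104.8, so it rose less with dTAG13 than with DMSO and did not drop below its EpiLC level. Its log2 fold changes were -1.51 and -1.69 (limma adjusted p 1.7e-08 and 1.48e-09), and it lies on chromosome 6, whose genes were shifted down as a whole by 0.27 relative to other autosomes at day 2. Esrrb changed by -1.20 and -1.35 and Kit by -1.82 and -2.14 at day 2 and day 4. Zfp42 changed by -1.09 and Sfrp1 by -2.07 at day 2, and Tdh by -1.48 and Tcl1 by -3.23 at day 4. In each case both treated libraries lay beyond both controls. For these list members both DMSO libraries also lay above both EpiLC libraries, a comparison made without a test. The dTAG13 libraries lay above both EpiLC libraries for Esrrb on each day and for Kit and Tcl1 at day 4. They lay below both for Sfrp1 on each day, Kit at day 2 and Tdh at day 4, and overlapped them for Zfp42 at day 2. A lower value than in DMSO cells was therefore not always a loss from the EpiLC level. With the replicate block all genes given here with a fold change kept an adjusted p under 0.05 in limma, the highest being 4.76e-07 for Rhox9 at day 2. Ltb4r2 overlaps Cideb in the RefSeq gene table, and Slfn9 and Rhox9 belong to families of similar genes, so their values are uncertain where reads could have been split between copies.

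**Figure D3:**
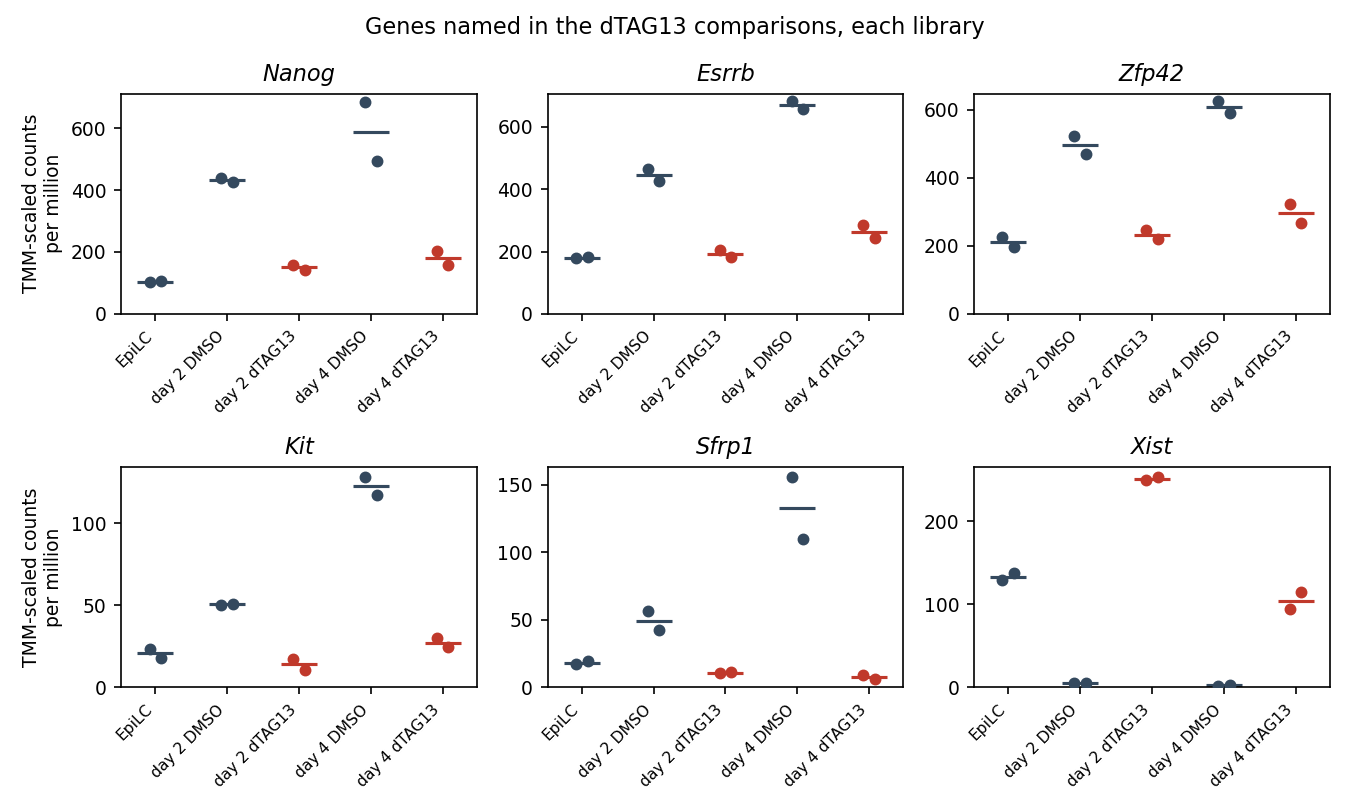
Values of Nanog, Esrrb, Zfp42, Kit, Sfrp1 and Xist in each library of the dTAG13 experiment (points, TMM-scaled CPM) with group means (lines). For Nanog, day 2 dTAG13 (143 and 159) and day 4 dTAG13 (159 and 203) lie below day 2 DMSO (427 and 437) and day 4 DMSO (493 and 683), and Xist is the only one of the 6 that lies higher with dTAG13.

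Genes were also compared by chromosome, a comparison chosen after the values had been seen. At day 2 the 731 tested genes of chromosome 6 had a median log2 fold change 0.27 below that of the other autosomes (an offset of -0.27), and 23 of 24 blocks of neighbouring genes were lower. Each of the other autosomes taken alone had an offset between -0.07 and 0.10. At day 4 the offset of chromosome 6 was -0.10, with 16 of 24 blocks lower. Without the genes of chromosome 6, 5203 genes at day 2 and 6588 at day 4 were called.

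**Figure D4:**
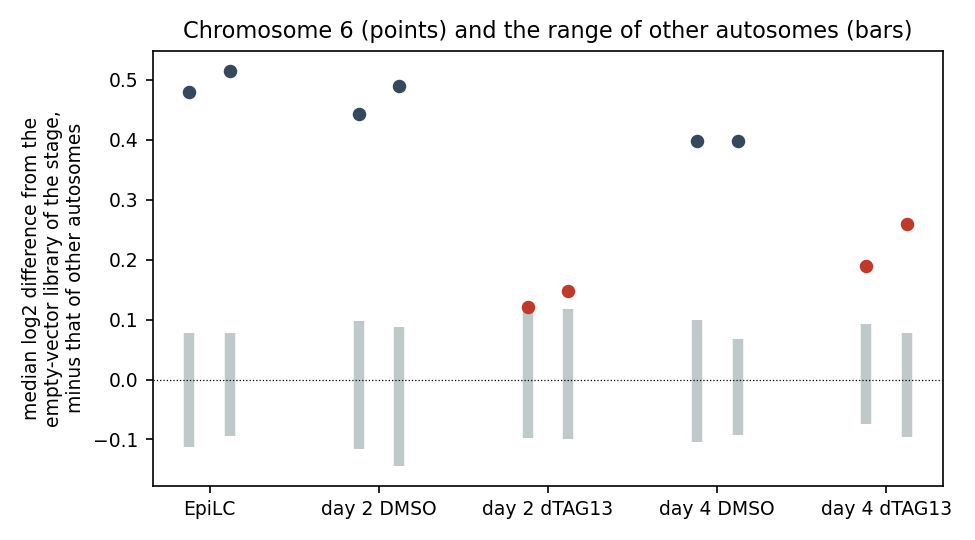
Median log2 difference of 476 chromosome 6 genes from the empty-vector library of the same stage, minus that of the other autosomes, for each library of the dTAG13 experiment (points), with the range over the other autosomes taken 1 at a time (grey bars). EpiLC and DMSO libraries lie between 0.40 and 0.52 and dTAG13 libraries between 0.12 and 0.26.

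The marker lists were compared in the same way. The pluripotency list (16 genes) had a median log2 fold change of -0.59 at day 2 (limma camera adjusted p 1.16e-06) and -0.85 at day 4 (limma camera adjusted p 2.35e-05). These medians lay at percentile 0.03 of random lists at day 2 and at percentile 0 at day 4. The germ cell list (16 genes) had medians of -0.36 at day 2 (limma camera adjusted p 0.013) and -0.84 at day 4 (limma camera adjusted p 0.0279). The mesoderm and endoderm list (9 genes) had medians of 0.79 and 0.99 (limma camera adjusted p 0.00565 and 0.00595), and with no filter on low values of 0.33 and 0.20 (limma camera adjusted p 0.0315 and 0.029). All 3 lists had these directions in 2 of 2 treated libraries on each day. The formative epiblast list had medians of -0.17 and 0.12 (limma camera adjusted p 0.714 and 0.658). The Wnt pathway list had medians of 0.03 and -0.06 (limma camera adjusted p 0.863 and 0.78), and its direction changed with scaling and with the filter on low values. With the replicate block, at pairing correlations of -0.025 and -0.069, limma camera adjusted p was 4.23e-07 and 1.09e-05 for pluripotency, 0.0125 and 0.0256 for germ cells and 0.00437 and 0.00454 for mesoderm and endoderm. The block gave 0.755 and 0.611 for formative epiblast and 0.895 and 0.791 for the Wnt pathway. The alternative that moved the list tests most was an inter-gene correlation estimated per list, under which no list of the 20 tests passed the threshold, with limma camera adjusted p between 0.121 and 0.156 for those that had passed. Of the 16 pluripotency genes, 13 were called at day 2 when adjusted over all genes and 14 when adjusted over the list, and 11 and 11 at day 4. For the germ cell list these counts were 9 and 9 at day 2, with 8 lower, and 10 and 11 at day 4, with 8 lower. For mesoderm and endoderm they were 4 and 5 at day 2 and 5 and 5 at day 4.

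Whether the effect of dTAG13 differed between the days was tested as an interaction. It called 208 genes, 128 with a higher and 80 with a lower log2 change at day 4. The replicate block gave 201 and the block with the GC and length correction 239, at pairing correlations of -0.025 and -0.069. Without the variance trend 0 genes were called, with 1898 at an unadjusted p under 0.05, against 2013 with the trend. Among the named genes, Sfrp1 (-1.86, limma adjusted p 0.00117), Tdh (-1.12, limma adjusted p 0.00117) and Slfn9 (-1.62, limma adjusted p 0.00255) were further below DMSO at day 4. So were Tcl1 (-2.01, limma adjusted p 0.00828) and Pck2 (-1.36, limma adjusted p 0.0201). Rhox9 (1.76, limma adjusted p 0.0258) was less far below DMSO, and Ltb4r2 (1.26, limma adjusted p 0.0471) was further above it. For Sfrp1, Tdh, Tcl1 and Pck2 both DMSO libraries were higher at day 4 than at day 2, so part of the difference lies in the control cells. For Nanog, Esrrb and Kit the difference between days was -0.17, -0.14 and -0.31, with limma adjusted p of 0.776, 0.761 and 0.688. Of the 5 lists, none passed after adjustment, and the Wnt pathway list came nearest (median difference -0.56, limma camera adjusted p 0.0694).

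Overexpression was compared with the empty-vector line to ask the opposite question. Over all stages 1337 of 15255 tested genes were called, 693 higher and 644 lower. The median over all genes was 0.006. Effects were small, since 42 of these genes, 13 higher and 29 lower, had an absolute log2 fold change of at least 1. The count moved most with that added threshold, and it was 413 without clone 2, 425 without clone 1, 431 without the variance trend and 642 with no filter on low values. When the test was run for each clone on its own, 297 genes were called in each in the same direction. The edgeR test on recovered reads called 1285 genes and DESeq2 called 1166. A set of 221 tested genes lay in 5 runs of neighbouring genes that were shifted together in the clones, and 152 of the called genes were among them. Without them 1129 genes were called. The share of calls that were higher depended on the setting and was 51.8% in the main test. It was 45.8% with edgeR, 46.2% after quantile normalization, 34.6% without the variance trend and 28.6% of the genes called in each clone. Other settings raised it, to 53.4% with a pseudocount of 0.1 and 57.2% without the genes of the shifted runs. Between clone 2 and clone 1, 0 genes were called, with 430 at an unadjusted p under 0.05. Within a stage, where there is no replicate of the control, 132 genes in EpiLCs and 146, 211 and 118 at day 2, day 4 and day 6 had an absolute log2 difference of at least 1 in the same direction in both clones. With a pseudocount of 0.1 these counts were 493, 451, 563 and 427.

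After Tex10, Serbp1 had the largest increase in the clones among genes that met the naming rule (1.16, limma adjusted p 1.98e-16), higher in 8 of 8 libraries. Serbp1 was at 1320 ± 236 in the clones (n = 8 over stages) and 592 ± 130 in the empty-vector line (n = 4 over stages). Serbp1 lies in a shifted run on chromosome 6. The largest decreases were Grb10 (-3.41, limma adjusted p 3.67e-11), Rgs22 (-2.43, limma adjusted p 1.1e-09) and Magel2 (-1.52, limma adjusted p 6.94e-05), lower in 8 of 8 libraries. Grb10 was at 30.3 ± 29.4 in the clones and 252 ± 82.3 in the empty-vector line. Magel2 lies in a shifted run on chromosome 7. Among list members, Sfrp1 (-0.75), which lies in a shifted run on chromosome 8, Lef1 (-0.87), Wnt3 (-1.07) and Zfp42 (-0.37) were lower. Dppa5a (0.44) and Rhox5 (0.85, one of a family of similar genes) were higher, each in 8 of 8 libraries. The highest limma adjusted p among these 6 was 0.0016, for Wnt3. Without the variance trend the limma adjusted p was 0.0609 for Dppa5a and 0.113 for Zfp42, and with no filter on low values it was 0.0502 for Zfp42. Under dTAG13, Grb10 (-1.11 over both days, limma adjusted p 3.88e-08), Rgs22, Sfrp1 and Zfp42 were also lower, the same direction as in the clones. Serbp1, Dppa5a and Rhox5 were lower and Lef1 and Wnt3 higher under dTAG13, opposite to the clones. In each case both dTAG13 libraries lay beyond both DMSO libraries on each day. Magel2 was not tested there.

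In the overexpression clones the formative epiblast list (10 genes) had a median of -0.26 (limma camera adjusted p 4.07e-05, lower in 7 of 8 libraries, percentile 0.04 of random lists). Its medians in the EpiLC libraries of the clones were 0.04 and -0.007, near no change. The decrease came from day 2, day 4 and day 6, with medians between -0.622 and -0.165, a difference between stages that was not tested. The germ cell list (16 genes) had a median of 0.15 (limma camera adjusted p 0.013, higher in 6 of 8, percentile 99.47). The mesoderm and endoderm list had a median of -0.16 (limma camera adjusted p 0.00647, lower in 7 of 8). The Wnt pathway list had a median of -0.05 (limma camera adjusted p 0.00549, lower in 7 of 8). The last 2 medians lay at percentiles 18.99 and 26.77 of random lists, so they did not stand apart from other genes of their expression level. The Wnt pathway median was -0.199 with a pseudocount of 0.1 and -0.011 after the GC and length correction. Leaving out each clone in turn gave medians from -0.217 to -0.059 for the Wnt pathway. For mesoderm and endoderm such fits gave from -0.253 to -0.247. The pluripotency list had a median of 0.04 (limma camera adjusted p 0.125, higher in 6 of 8), with a limma camera adjusted p of 0.0413 when no filter on low values was used. Called members, adjusted over all genes and over the list, were 4 and 6 for formative epiblast, 4 and 4 for germ cells, 4 and 5 for mesoderm and endoderm, 3 and 3 for the Wnt pathway and 4 and 5 for pluripotency.

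Opposite effects of depletion and overexpression were examined over 14388 genes tested in both tables. Across these genes, which are not independent replicates, the dTAG13 effect over both days and the overexpression effect had a Pearson r of -0.197 and a Spearman rho of -0.204. This r was -0.165 after quantile normalization, the alternative that moved it most, and -0.203 without the genes of the shifted runs. The experiments differ in cell line and library kit, so each effect was taken within its own table. Of 891 genes called in both comparisons, 645 (72.4%) moved in opposite directions, where the shares of higher and lower genes among them would give 52.5% if directions were unrelated. After median-ratio scaling these were 610 of 837 genes (72.9%, against 50.5%), and after quantile normalization 546 of 764 (71.5%, against 49.7%). Called genes are selected for larger effects, so these shares describe those genes and not the strength of the relation over all genes. Of all 14388 genes, 8365 (58.1%) moved in opposite directions.

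In testis, cKO was compared with wildtype to ask what loss of Tex10 does in spermatogenesis. Of 20658 tested genes 6016 were called, 3316 higher and 2700 lower in cKO. With the replicate number as a block 7185 were called, and 7491 with the block and the GC and length correction, at a pairing correlation of 0.116. The count was lowest with the added threshold of 1 on the absolute log2 fold change, at 1978 genes, of which 1706 were higher and 272 lower. It was 2135 without the variance trend. The edgeR test on recovered reads called 5904 genes and DESeq2 called 4208. The largest increases were Igfbp3 (3.33), Cstdc2 (2.63) and C1qtnf6 (2.50), and the limma adjusted p was 0.00129 for Cstdc2, the highest of the 3. Igfbp3 was at 10.4 and 28 in cKO and at 0.685 and 0.942 in wildtype. Cstdc2 belongs to a family of similar genes, so its reads could have been split. Its log2 fold change ranged from 1.645 to 3.607 when each library was left out in turn. The largest decreases were Ccl28 (-2.43), Scn10a (-2.12) and Vnn1 (-2.12), and the limma adjusted p was 0.000494 for Vnn1, the highest of the 3. Their wildtype means were between 10.7 and 11.3. With the replicate block the limma adjusted p of these 6 genes was at most 2.2e-05, for Scn10a. Without the variance trend it was 0.0556 for Cstdc2. Testis holds several cell types, whose marker lists had medians from 1.41 for somatic cells to -0.66 for round spermatids. A change in the mixture of cells may therefore account for part of these calls, and it cannot be told apart from a change within cells. The same limit holds for the genes named here and for Tex10 in testis.

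The testis lists moved in different directions. Somatic cell markers (16 genes) had a median log2 fold change of 1.41, higher in 2 of 2 cKO libraries (limma camera adjusted p 1.9e-11, percentile 100 of random lists). Among them Clu was at 752 ± 82.5 in cKO and 238 ± 19.8 in wildtype (n = 2 each), a log2 fold change of 1.66 (limma adjusted p 1.17e-05). Inha (1.61), Cldn11 (1.42), Wt1 (1.40), Hsd3b1 (1.86) and Gata4 (1.20) were also called, with a highest limma adjusted p of 0.000129 for Gata4. Spermatogonia markers (13 genes) had a median of 0.65 (limma camera adjusted p 0.00155, higher in 2 of 2). Spermatocyte markers had a median of 0.13 (limma camera adjusted p 0.863, higher in 1 of 2). Round spermatid markers (15 genes) had a median of -0.66 (limma camera adjusted p 1.7e-07) and elongating spermatid markers (15 genes) of -0.61 (limma camera adjusted p 2.49e-08), lower in 2 of 2. Random lists of genes expressed at the level of the elongating spermatid markers had a median of -0.42, and the list lay at percentile 1.29 of them. After quantile normalization the medians were -0.49 for round spermatids (limma camera adjusted p 0.000255) and -0.25 for elongating spermatids (limma camera adjusted p 0.00471). With the block the limma camera adjusted p was 4.75e-15 for somatic cells, 0.00215 for spermatogonia, 0.796 for spermatocytes, 6.06e-08 for round and 3.71e-11 for elongating spermatids, at the pairing correlation of 0.116. Called members, adjusted over all genes and over the list, were 15 and 15 for somatic cells, 8 and 8 for spermatogonia, 5 and 5 for spermatocytes, 14 and 14 for round and 14 and 15 for elongating spermatids.

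**Figure D5:**
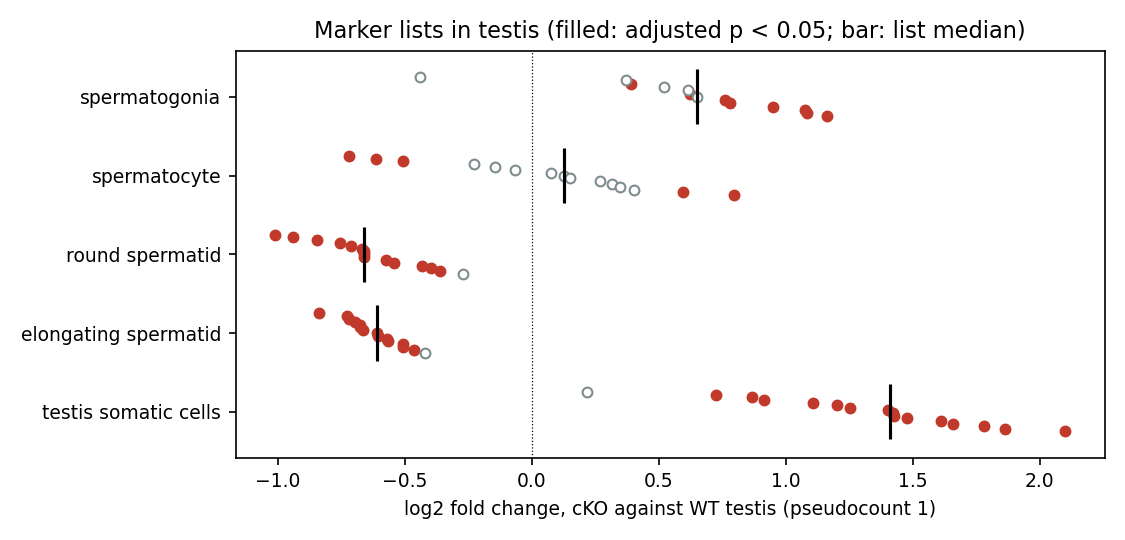
Log2 fold change between cKO and wildtype testis (horizontal axis, pseudocount 1) of each gene in 5 marker lists, with called genes filled and the list median as a bar. The medians run from 1.41 for somatic cells and 0.65 for spermatogonia to -0.66 for round and -0.61 for elongating spermatids.

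The authors' deposited table gives an FDR under 0.05 to 2197 genes for day 2 against EpiLC, 2961 for dTAG13 at day 2 and 4309 at day 4, and 6526 in testis. Of its day 2 dTAG13 genes 1597 were higher and 1364 lower, and at day 4 1937 were higher and 2372 lower. Genes called both there and here numbered 2048, 2669, 4031 and 5991 in these 4 comparisons, and 0 of them moved in opposite directions. Across the tested genes, which are not independent replicates, the correlation of the log2 fold changes was 0.931, 0.961, 0.955 and 0.968. For overexpression the authors' deposited table compares the clones with the empty-vector library within each stage, with 345, 747, 841 and 309 genes at an FDR under 0.05 from EpiLCs to day 6. For Tex10 the authors' deposited table gives a log2 fold change of -0.52 at day 4 of dTAG13 with an FDR of 0.0818, and of -1.11 in testis with an FDR of 8.23e-05.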

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

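The test of GC content and gene length for the difference between days was chosen only after its result had been seen, and the other tests in this part were set before theirs. No group held 4 or more replicate libraries, so single libraries could not be tested as far from the rest of their group, and no per-sample column was outside the comparisons.

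The effect of dTAG13 differed between day 2 and day 4 for 208 genes by limma's test of the difference itself, after Benjamini-Hochberg adjustment. Of these, 7 are named in the report. Sfrp1 (-1.86), Tdh (-1.12), Slfn9 (-1.62), Tcl1 (-2.01) and Pck2 (-1.36) were further below DMSO at day 4. Rhox9 (1.76) was less far below DMSO and Ltb4r2 (1.26) further above it. In the comparison where each gene was named, both treated libraries lay beyond both controls.

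Several technical explanations were tested. After correction for GC content and gene length 264 genes were called, 207 of them among the original 208. With every library thinned to the depth of the smallest, 5055362 reads, 185 were called, 175 of them shared, so unequal depth did not account for the result. Genes with a mean under 5 made up 4.3% of the called genes against 27.0% of all tested genes. The day 4 DMSO pair, the one with the widest spread, had 1.13 times the mean squared difference of the other pairs among called genes, and 1.22 times among all tested genes. Called genes are selected for a low spread, to which this pair contributes, so the ratio does not exclude the pair as a cause over the 208 genes as a whole. Under median-ratio scaling 236 genes were called, 206 of them shared, and under quantile normalization 239, 200 of them shared. The calls did depend on the variance model, since 0 genes were called without the mean-variance trend (1898 at an unadjusted p under 0.05). They also depended on the filter, since 16 were called with no filter on low values. On recovered reads edgeR called 248 genes (198 shared), or 242 with DESeq2 size factors (199 shared), and DESeq2 called 256 (194 shared). Reads shared between similar or overlapping genes were not tested, and for Slfn9, Rhox9 and Ltb4r2 the difference cannot be told apart from that. For the other 4 named genes the day 4 DMSO libraries were at 156 and 109.9 (Sfrp1), 130 and 129 (Tdh), 42 and 35.6 (Tcl1) and 82.5 and 96.1 (Pck2), closer on the log2 scale than the differences between the days, so leaving out either library would not remove them. The other pairs were not checked in this way. For Pck2 the day 2 dTAG13 libraries were at 20.98 and 10.43, further apart than its day 4 DMSO libraries. In all 4 genes both DMSO libraries were higher at day 4 than at day 2, and both dTAG13 libraries were lower. For Sfrp1 the day 2 DMSO libraries were at 56.5 and 42.2. With dTAG13 it was at 10.4 and 11.4 at day 2 and at 8.95 and 6.52 at day 4. For these 4 genes, less firmly for Pck2, a candidate explanation is that the response to depletion changed between the days. A further rise in the control cells makes up part of that difference.

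In the overexpression experiment the mean of the medians of the pluripotency list in the 2 clones was -0.056 against the empty-vector library in EpiLCs, lower in both clones, and 0.15 at day 4, higher in both clones. This difference between stages was not tested, since each stage had 1 empty-vector library. Opposite directions of this kind appeared in 55% of random lists of the same size and expression, so the pattern is what an arbitrary set of genes gives. The opposite directions remained under 2 of 2 other scalings, and after correction for GC content and gene length the EpiLC mean was -0.049 and the highest stage mean 0.217. No biological explanation is needed to account for it.

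For the formative epiblast list, the medians of the 2 treated libraries against the mean of the controls were -0.232 and -0.188 under dTAG13 at day 2, with a mean of -0.21, and 0.114 and 0.065 at day 4, with a mean of 0.089. The test of the difference gave a limma camera p of 0.0993, adjusted to 0.248 over 5 lists. Among random lists 8.1% showed opposite directions. The directions remained opposite under 2 of 2 other scalings, and after correction for GC content and gene length the day 2 mean was -0.30 and the day 4 mean 0.045. The opposite directions thus remained under these settings, but an arbitrary set of genes might, at the share of 8.1%, and no difference between days is claimed.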

How the results depend on the processing

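The GC and length correction, the fits without chromosome 6 genes or shifted runs, the settings for counts within stages, the Tex10 fit of only the libraries compared, other filters, the count tests and the fit without variance trend for Tex10 and the named genes, no filter and no trend for the lists, and other scalings for the genes called in opposite directions were alternatives chosen only after results had been seen, and the other alternatives and tests were set before the data were examined. Each result was recomputed under the alternatives listed for it, 1 choice at a time, and the count tests were not run for lists. Tex10 kept its direction under 62 of 62 alternatives and its side of the threshold under 49 of the 50 that gave a test. The other was testis without the variance trend (-1.025, limma adjusted p 0.0782, the highest over its alternatives, with 2.32e-06 the lowest). The named genes kept their direction under 697 of 697 alternatives and their side of the threshold under 557 of the 561 that gave a test. Those no longer called were Dppa5a (limma adjusted p 0.0609) and Zfp42 (0.113) for overexpression and Cstdc2 (0.0556) in testis without the trend, each the highest over the alternatives of its gene, and Zfp42 with no filter (0.0502). The lowest over these alternatives were 1.7e-05, 0.000342 and 2.31e-07 for Dppa5a, Zfp42 and Cstdc2. Of 235 alternatives with a test for the 20 list results, 209 left direction and side unchanged, 18 took the result below the threshold, 1 took it past and 7 reversed the direction. Of 60 without a test, 3 reversed the direction and 8 moved the median by more than the spread between replicates. Of 183 alternatives for the counts of genes, 150 were within 1.5 times the reported count. The 150 include those of the comparison between the clones, where every setting called 0 genes and a ratio says nothing about stability. Where a result changed, the cause was not tested.

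An added threshold of 1 on the absolute log2 fold change left 1789 genes for dTAG13 at day 2, 2597 at day 4, 1964 over both days and 118 for the difference between days. It left 1467 for day 2 against EpiLC, 355 between the DMSO days, 42 for overexpression, 1943, 580 and 146 for the 3 steps of the overexpression course and 1978 in testis. With no filter on low values the counts were 16 for the difference between days, 341 between the DMSO days, 642 for overexpression and 476 between day 4 and day 6. Without the mean-variance trend they were 0 (with 1898 at an unadjusted p under 0.05), 445, 431 and 276 for these same results, 2238 between day 2 and day 4 of the overexpression course and 2135 in testis. The fit of only the libraries compared gave 551 between the DMSO days, and the fit without line 498 between day 4 and day 6.

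For overexpression 297 genes were called in each clone's own comparison in the same direction. The count was 772 without day 2, 673 without day 4 and 789 without day 6, and from 413 to 425 across the fits that each left out a clone. Leaving out a line gave from 1564 to 4080 genes between day 2 and day 4 and from 255 to 1427 between day 4 and day 6. The counts within EpiLCs, day 2, day 4 and day 6 became 493, 451, 563 and 427 with a pseudocount of 0.1, and 61, 62, 86 and 36 among genes with a mean of at least 5. Across genes, the correlation of the day 2 and day 4 effects was 0.801 with the pseudocount of 0.1 and 0.885 among genes with a mean of at least 5, and that of depletion with overexpression was -0.165 after quantile normalization.

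With the inter-gene correlation estimated per list, the 14 list results past the threshold fell below it, with limma camera adjusted p between 0.121 and 0.156 at unchanged medians. These medians were, for dTAG13 at day 2, -0.365 for germ cells, -0.594 for pluripotency and 0.788 for mesoderm and endoderm, and at day 4 -0.839, -0.853 and 0.991 for the same lists. For overexpression they were 0.15 for germ cells, -0.159 for mesoderm and endoderm, -0.256 for formative epiblast and -0.052 for the Wnt pathway. In testis they were 0.651, -0.659, -0.611 and 1.412 for spermatogonia, round spermatids, elongating spermatids and somatic cells. Ranked among random lists and adjusted over the lists, germ cells at day 2 (percentile 2.76) and, for overexpression, mesoderm and endoderm (18.99) and the Wnt pathway (26.77) did not pass. Mesoderm and endoderm for overexpression also failed among genes with a mean of at least 5 (median -0.25, limma camera adjusted p 0.131). Pluripotency for overexpression passed only with no filter on low values (median 0.04, limma camera adjusted p 0.0413).

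The Wnt pathway list under dTAG13, which passed the threshold under none of the alternatives run, reversed. At day 2 its median was -0.124 after the GC and length correction, with and without the replicate block, -0.145 among genes with a mean of at least 5, -0.086 after quantile normalization and -0.101 with no filter on low values. At day 4 it was 0.053 after median-ratio scaling and 0.085 with no filter. Leaving out each replicate in turn gave medians from -0.23 to 0.042 for this list at day 2 and from -0.014 to 0.262 for spermatocytes, both of which changed sign. Medians ranged from -0.278 to -0.139 for formative epiblast, from -0.668 to -0.49 for pluripotency and from 0.759 to 0.975 for mesoderm and endoderm at day 2. They ranged from -0.973 to -0.581 for germ cells at day 4, from 0.552 to 0.828 for spermatogonia and from -0.734 to -0.568 for round spermatids.

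With the replicate block the counts were 5507, 6894 and 8611 for dTAG13 at day 2, day 4 and over both days, 201 for the difference between days, 4247 and 902 for the steps of the DMSO course and 7185 in testis. Leaving out a replicate could not give a call where it leaves an arm with 1 library, so the counts for dTAG13 at single days, the difference between days, the DMSO course, the comparison between clones and testis have none. Over both days of dTAG13 such fits gave from 7614 to 8460 genes. At 5055362 to 8564563 reads per library, 1 read was worth at least 0.0996 units, so changes of genes with means near 1 rest on few reads.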

Other observations

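The splits of the samples, the tests of chromosome 6 in the dTAG13 libraries, the tests of treatment and depth for receptor genes, the random sets and the cell mixture for X-linked genes, the tests of imprinted genes except their relation to the dTAG13 effect, and the shuffles of gene order were chosen only after the results had been seen. The other tests in this part were set before their results were seen. All patterns here were noticed in these data and tested on the same data.

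Other splits of the samples were counted for each comparison with at least 3 libraries per group. For overexpression the line is the unit, and 1 of 3 splits with 1 line as the control in all stages, the real one, gave as many genes. When the control line was taken separately in each stage, 1 of 81 splits, the real one, gave as many and the others gave at most 90. Such splits mix the lines, so they show that the empty-vector line differed from the clones and not why. For dTAG13 over both days, 1 of 8 splits that exchanged treatments within same-numbered pairs gave as many, and the others gave at most 208. For each of the 3 stage comparisons of the overexpression course 1 of 4 splits, the real one, gave as many. Between the clones, 8 of 8 splits gave as many genes as the real one, which is a count of 0 with 430 at an unadjusted p under 0.05. With lines or pairs as the unit, all of these designs are too small for a share under 0.05.

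Runs of neighbouring genes were shifted together in the overexpression clones. A running median over 9 named genes, at a threshold of 0.4 and a least length of 5, found 5 runs and 154 scanned genes. On chromosome 6 the run from Smarcad1 to Rmnd5a had a median log2 change of 1.05. On chromosome 7 the run from Snhg14 to Peg12 had -0.79. On chromosome 8 the runs from Insr to Adrb3 (137 tested genes, 99 of them called), Fut10 to Mtus1 (36 tested, 24 called) and Fat1 to Trappc11 (14 tested, 10 called) had -0.57, -0.51 and -0.56. Both clones shared the shifts, with -0.58 and -0.56 over the longest run, and between the clones 0 runs were found. The 3 runs on chromosome 8 held 187 tested genes, of which 133 were called. Of 1000 shuffles of the gene order 0 gave as many genes in runs, and the highest number was 6. Genes of runs found from EpiLC and day 2 libraries alone had, pooled, 1.10 times their size at day 4 and day 6. Single runs varied, the one on chromosome 7 from -0.547 at day 2 to -1.055 at day 4 and the one from Fut10 to Mtus1 from -0.371 in EpiLCs to -0.541 at day 4, so a change with stage is not excluded for single runs. After correction for GC content and gene length the median size of the change was 0.557, against 0.568 before. A gain or loss of copies in the empty-vector line or in both clones is a candidate explanation, and a loss from 3 copies to 2 would give -0.58. The empty-vector EpiLC library differed from the EpiLC libraries of the dTAG13 experiment by -0.039 over the longest run and the clones by -0.57. Over the chromosome 6 run it was the empty-vector library that differed more (-1.30, against -0.25 for the clones). Those reference libraries were themselves higher than the empty-vector library over chromosome 6 as a whole, by 0.479 and 0.515. This run can therefore not be assigned to the empty-vector line alone. Over the chromosome 7 run the empty-vector library differed by -0.06 and the clones by -0.72. Over the other runs on chromosome 8 the empty-vector library was itself lower, by -0.41 from Fut10 to Mtus1 and -0.19 from Fat1 to Trappc11, against -0.93 and -0.83 for the clones, so the runs did not share a single pattern. Lines and library kits differ between those experiments and DNA was not measured, so copy number can neither be shown nor excluded. These genes cannot be read as responses to Tex10 while that is open.

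Imprinted genes, in a list of 45 written after Grb10 and Magel2 had been seen, differed between the clones and the empty-vector line. Of 41 tested, 16 (39.0%) were called, 4 higher and 12 lower, against 8.8% of all tested genes. The median absolute log2 change was 0.275, against 0.123 in random sets, and 0 of 10000 random sets reached it. Because the list was written after those genes were seen, this share overstates the pattern. Among genes with a mean of at least 5 the median lay at percentile 99.02. The difference between the clones lay at percentile 35.59, which cannot speak to drift in the empty-vector line and would be low in advance for clones of a common origin. Across 39 imprinted genes, which are not independent replicates, the overexpression and dTAG13 effects had a Pearson r of 0.323 and a Spearman rho of 0.083, where an effect of the Tex10 level would give a negative relation. Magel2, Ndn, Snrpn and Mkrn3 lie in the chromosome 7 run. An imprinting or copy number difference between the empty-vector line and both clones may account for the pattern. Whether the clones share an origin is not stated, and 1 control line cannot tell such differences from an effect of Tex10.

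Chromosome 6 genes were lower under dTAG13 at day 2, with an offset of -0.27. The offset spread over 23 of 24 blocks of neighbouring genes, was -0.24 after correction for GC content and gene length, and was -0.29 among genes with a mean of at least 20. Of 10000 random sets of genes 0 had a median as low. The EpiLC and DMSO libraries were themselves higher than the empty-vector line on this chromosome by a median of 0.46. A gain of chromosome 6 in part of the control cells, less common in the treated cells, might give this pattern. The offset under dTAG13 lies within 1 experiment, but the comparison with the empty-vector line is between experiments that differ in kit and cell line, and DNA was not measured, so copy number can be neither shown nor excluded. Nanog lies on this chromosome, and its change of -1.51 at day 2 was larger than the offset.

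Reads in 1799 olfactory, vomeronasal and taste receptor genes were between 290.8 and 438.0 CPM in the dTAG13 libraries and between 101.1 and 127.8 in the EpiLC and other DMSO libraries, except day 4 DMSO replicate 2 with 298.4. The treatment alone therefore does not account for it. At equal depth at least 26078 genes had reads in each dTAG13 library, against at most 23298 in the EpiLC and other DMSO libraries, so depth does not either. Reads in 58 keratin-associated protein genes were 4.96 times higher in CPM in dTAG13 libraries than in EpiLC and day 2 DMSO libraries, from between 0 and 22 reads per library. The libraries overlapped, since day 2 DMSO replicate 2 had 2.1 CPM (13 reads) and day 4 dTAG13 replicate 2 had 1.4 (7 reads), and the day 4 DMSO libraries had 0.2 and 1.7. A background of reads over silent genes, from genomic DNA or unspliced RNA, is a candidate explanation that so few reads cannot settle. Such a background would bear on genes with low values. Of the day 2 calls with a mean under 5, 66.0% were higher, against 36% of those with a higher mean. At day 4 these shares were 57.5% and 34.1%. Whether background reads caused this split was not tested.

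X-linked genes were higher in cKO testis, with a median log2 change of 0.59 against 0.02 for autosomal genes and offsets of 0.60 and 0.50 in the 2 cKO libraries. The wildtype libraries differed from each other by -0.003, and single autosomes had offsets between -0.09 and 0.03. Of 297 called X-linked genes 263 were higher. The offset was 0.34 among genes with a mean of at least 20 and 0.58 after correction for GC content and gene length. Of 23 blocks of neighbouring genes 21 lay above the autosomes, and 0 of 10000 random sets had a median as high. Among genes that the empty-vector EpiLC library expressed, 375 X-linked genes had a median of 0.78 and autosomal genes one of 0.15, an offset of 0.63. Among those it did not express, 202 X-linked genes had a median of -0.001 and autosomal genes one of -0.28, so these X-linked genes did not rise and their offset of 0.28 came from lower autosomal genes. The part of the offset carried by widely expressed genes may reflect a larger share of somatic cells, whose markers rose by 1.41, and a change in the mixture of cells cannot be told apart from a change within germ cells.

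Reads of 4 Y-linked genes numbered between 0 and 2 in the dTAG13 experiment, between 612 and 1226 in the overexpression experiment and between 193 and 404 in testis. Xist was at 129 and 138 in the EpiLC libraries of the dTAG13 experiment and at 114, 121 and 130 in the EpiLC libraries of the overexpression experiment. In DMSO PGCLCs it was between 1.72 and 5.41, and in the later overexpression libraries between 1.21 and 5.32.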
